A study of Saccharomyces cerevisiae with 18 samples. Its data were reported in "Suboptimal codon pairs trigger ribosome collisions and cellular quality control responses in tRNA modification mutants" (2025).

How the data were processed

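Ribosome profiling sequences the mRNA fragments that ribosomes protect from nuclease, so that the number of fragments (footprints) on a gene reports how many ribosomes were translating it. Monosome footprints come from single ribosomes and disome footprints from a pair of ribosomes packed against each other, as happens when a ribosome runs into a stalled one. Cells of the budding yeast strain BY4741 and its deletion derivatives were grown in rich medium, their lysates were digested with RNase I, and monosome and disome fractions of a sucrose gradient were sequenced. The deposited data are 18 libraries of 4 strains: 10 monosome libraries (3 wild type, 2 *hel2*∆, 3 *ncs2*∆*elp6*∆ and 2 *ncs2*∆*elp6*∆*hel2*∆) and 8 disome libraries (2 per strain). Ncs2 and Elp6 are needed for the modifications of the wobble uridine in certain tRNAs. Hel2 is the ubiquitin ligase that detects collided ribosomes and starts ribosome-associated quality control (RQC).

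The authors deposited raw counts of footprints per open reading frame, 1 table for the monosome libraries and 1 for the disome libraries. To make these counts, the authors removed adapters and randomized linker bases, discarded reads that matched noncoding RNA with STAR, mapped the rest to yeast open reading frames with a short extension at both ends with bowtie, and counted footprints that mapped uniquely, allowing 1 mismatch and only the sense strand. Disome reads were also restricted to the length of disome footprints. Reads shared between near-identical genes were therefore dropped, which makes counts of members of multigene families uncertain. No removal of PCR duplicates was stated for the footprint libraries, so intervals and detection floors cover counting error only. Neither the release of the gene annotation nor the genome build was stated, and no coordinates are given here. Monosome counts were listed for 6085 genes and disome counts for 5767, of which 5693 were in both tables. Each table listed only genes with a count above 0 in at least 1 of its libraries. Gene names are those the tables pair with their identifiers. MET15 is listed under its other name, MET17. In the RefSeq gene table of the R64 assembly, 5716 of the 6085 monosome identifiers and 5556 of the 5767 disome identifiers were found. That table was used for names and for a check against gene length.

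Groups and replicate numbers were taken from the deposited sample titles. Every comparison was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 with TMM normalization, the filterByExpr filter on low counts and robust dispersion estimates. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were called. Fits held only the strains compared. Disome enrichment is the change in disome counts set against the change in monosome counts, tested as the interaction of library type and genotype in 1 model over both kinds of library, as in the study's own design. RQC targets were genes with higher disome enrichment in *ncs2*∆*elp6*∆ against wild type and lower enrichment in *ncs2*∆*elp6*∆*hel2*∆ against *ncs2*∆*elp6*∆, each with an adjusted p-value under 0.05, and RQC-refractory transcripts (RRTs) were genes with the opposite pattern. Whether the effect of deleting *HEL2* depended on the background was tested as the difference between the triple-against-double and *hel2*∆-against-wild-type changes, with all 4 strains in the fit. Lists of 26 chaperone genes and 34 targets of the transcription factor Gcn4 were tested with the rotation test fry of limma 3.58.1, which asks whether the listed genes changed, and adjusted over 6 tests. The value given for a list is its median log2 change minus the median of all tested genes. Fold changes are log2 values with their standard error (SE), levels are counts scaled to the library total (CPM) with the standard deviation (SD), and the disome to monosome ratio of a same-numbered pair of libraries is on the log2 CPM scale with a prior count of 2.

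The comparisons, the rule for naming genes and a list of alternatives were fixed before the data were examined. By that rule, the genes named were: the deleted genes, the marker genes, GCN4 and the listed genes, and, for each comparison, the 3 called genes with the largest change in each direction whose values in every library of one group lay beyond those of the other. The deleted genes and the marker genes were left out of these rankings, also where their own change was larger. For disome enrichment, the value was the log2 disome to monosome ratio of each same-numbered pair. The rule gave no form for the difference between backgrounds, where the change between same-numbered libraries was used. For RQC targets and RRTs, the 3 genes whose smaller change was largest were taken. Names chosen outside this rule are marked where they appear. Where every library of a group held at most 3 counts, a fold was computed against a floor of 3 counts and is a lower bound. That floor corresponded to between 0.121 and 1.26 CPM in the monosome libraries and between 1.19 and 3.55 CPM in the disome libraries.

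The tests were tried on simulated counts drawn from the means and library sizes of the real genes, for wild type and *ncs2*∆*elp6*∆ only. In them, 200 genes with a mean of at least 50 counts were changed by at least 1 on the log2 scale. In the monosome design with 5223 genes tested, 99.0% of the changed genes were recovered and 5.71% of the calls were false. In the enrichment design with 5379 genes tested, 94.5% were recovered and 3.57% of the calls were false. Neither design covered the strains with *HEL2* deleted, and the recovered shares do not extend to smaller changes or to genes with lower counts. The alternatives on that list were DESeq2 1.42.0 (Wald test for monosome counts, likelihood-ratio test for enrichment), DESeq2's size factors in edgeR, no filter on low counts, a mean of at least 50 counts, the replicate number as a block, the monosome and disome libraries of a strain with the same number as a block (which leaves out the monosome libraries with no disome partner), all 4 strains in one fit, TMM within each library type, the disome libraries alone, the camera test for gene lists, and leaving out each library in turn. Replicate numbers shared by strains come from the titles. Whether they pair libraries was checked by the Spearman correlation of the deviations of same-numbered libraries from their strain means over 2462 genes. Alternatives added after the data were seen were thinning of the monosome libraries to the smallest total, removal of each library's trend on gene length, the latter with the replicate block, exchanged replicate numbers and the sum of the *ncs2*∆*elp6*∆ disome libraries. The tests of the gene lists by background and in disome enrichment, and the Fisher tests of the lists in the classes, were also added then. Analyses of codons and codon pairs were planned but not run, since coding sequences were not used here.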

Results

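To follow ribosome collisions in cells without wobble-uridine tRNA modifications, footprints were counted in monosome and disome libraries of wild-type yeast, of the *ncs2*∆*elp6*∆ and *hel2*∆ strains and of the triple deletion *ncs2*∆*elp6*∆*hel2*∆. The monosome libraries held between 11702547 and 13710907 counted footprints in wild type (n = 3), between 2560606 and 3548631 in *hel2*∆ (n = 2), between 13791038 and 24884873 in *ncs2*∆*elp6*∆ (n = 3) and between 2381991 and 4352295 in the triple deletion (n = 2). The disome libraries (n = 2 per strain) were shallower, with between 1693501 and 1701590 in wild type, between 1015861 and 2521397 in *hel2*∆, between 845707 and 1121126 in *ncs2*∆*elp6*∆ and between 1180289 and 1229492 in the triple deletion. All 4 monosome libraries with *HEL2* deleted had totals of at most 4352295, whereas the 6 with *HEL2* present had totals of at least 11702547. Depth thus followed the *HEL2* genotype among the monosome libraries, and no depth class held both genotypes for a test within it. Thinning to equal depth removes the difference in counts, but not other differences between the libraries. The 10 most counted genes took between 12.1% and 17.2% of the counts in a monosome library.

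**Figure D1:**
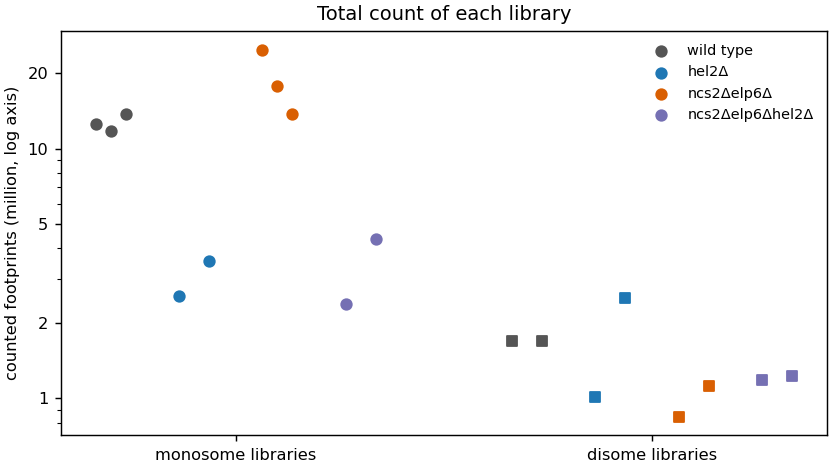
Total number of counted footprints (in units of 1e+06, log axis) of each library, with circles for monosome and squares for disome libraries and colours for strains. The 4 monosome libraries with *HEL2* deleted lie at or below 4352295, under the other 6.

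Replicate libraries differed by more than sampling noise in every pair, but to very different degrees. Over genes with at least 20 counts in a pair, chi-square per degree of freedom was between 6.26 and 22.2 for pairs of wild-type monosome libraries and at least 8.16 for *ncs2*∆*elp6*∆ monosome libraries, with replicate 3 of wild type the farthest from the other two. It was 7.83 for the wild-type and 6.08 for the *hel2*∆ disome pair, but 2.13 for the triple deletion and 1.12 for the *ncs2*∆*elp6*∆ disome pair. This last value was close to sampling noise although still above it (chi-square test over 4079 genes, p = 1.31e-07). The test covers counting noise only, so it cannot show whether these libraries come from separate cultures. They were kept as 2 replicates, as their titles number them. The *hel2*∆ monosome pair had a value of 1.35.

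The deleted genes were examined first as a check of the labels. HEL2 (YDR266C) had 79.7 ± 10.7 CPM in wild-type (SD, n = 3) and 74.9 ± 4.75 CPM in *ncs2*∆*elp6*∆ monosome libraries (SD, n = 3). Between 4 and 6 counts were found in the *hel2*∆ libraries and between 1 and 3 in those of the triple deletion. ELP6 (YMR312W) had 17.6 ± 2.46 CPM in wild type (SD, n = 3) and at most 3 counts in any *ncs2*∆*elp6*∆ or triple deletion monosome library. NCS2 (YNL119W) fell from 18.6 ± 3.03 CPM in wild type (SD, n = 3) to 0.858 ± 0.165 CPM in *ncs2*∆*elp6*∆ (SD, n = 3), where between 11 and 26 counts remained. The deleted genes were thus low in the libraries labelled as deletions. Among the marker genes, LEU2 (YCL018W), which replaces *HEL2*, had between 22 and 25 counts in *hel2*∆ and at least 59 in the triple deletion, against between 1 and 4 in wild type and 1 in each *ncs2*∆*elp6*∆ monosome library. URA3 (YEL021W) had at most 2 counts in any library, the deepest included, and did not separate the strains. HIS3 (YOR202W) was present in all strains, with at least 1063 counts in wild-type and at least 2538 in *ncs2*∆*elp6*∆ monosome libraries. MET17 (YLR303W, also named MET15) had between 0 and 24 counts in wild-type and 1 count in each *hel2*∆ monosome library, but between 2953 and 5967 in *ncs2*∆*elp6*∆ and between 517 and 894 in the triple deletion. The labels give the *met15* deletion for wild type only, which does not state that the gene is intact in the other strains. At this gene the *hel2*∆ libraries resembled wild type, whereas those of *ncs2*∆*elp6*∆ and the triple deletion did not.

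The first comparison asked which genes change in monosome footprints when the tRNA modifications are lost. Footprint counts combine the level of an mRNA with the number of ribosomes on it. No mRNA measurements were used here, so these parts are not separated. Monosome counts differed between *ncs2*∆*elp6*∆ and wild type for 2797 of 5281 genes tested, 1405 higher and 1392 lower (edgeR quasi-likelihood test, adjusted p-value under 0.05). Of these, 348 changed by more than 1 on the log2 scale. With the replicate number as a block, 2658 genes were called. Same-numbered libraries did not deviate together (correlation of deviations −0.14). Among the alternatives, the count moved most when the monosome libraries were thinned to equal depth, an alternative chosen after the depths were seen, and was then 1931. Under the naming rule, which leaves out the deleted and marker genes, the largest increases were those of AAD6 (YFL056C), HSP12 (YFL014W) and SSA3 (YBL075C). AAD6 rose by 6.38 on the log2 scale (SE 0.25, edgeR adjusted p = 1.15e-11) from between 1 and 5 counts to 21.6 ± 0.318 CPM (SD, n = 3). HSP12 rose from 14.3 ± 0.824 to 378 ± 64.2 CPM (log2 change 4.47, SE 0.15, edgeR adjusted p = 1.51e-09) and SSA3, a chaperone, from at most 28 counts per library to 37.7 ± 3.73 CPM (log2 change 4.39, SE 0.18, edgeR adjusted p = 2.31e-11). The largest decreases under this rule were in PHO5 (YBR093C, log2 change −5.65, SE 0.40, edgeR adjusted p = 1.73e-04), from 75.3 ± 23.9 to 1.79 ± 0.299 CPM, and in PHO12 (YHR215W, log2 change −5.30), which has a close relative elsewhere in the genome. MSH5 (YDL154W) was at least 8.05-fold lower, since the *ncs2*∆*elp6*∆ libraries held at most 1 count. GCN4 (YEL009C) rose from 24.7 ± 3.08 to 138 ± 2.56 CPM (log2 change 2.22, SE 0.10, edgeR adjusted p = 5.71e-11).

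The effect of deleting *HEL2* on monosome counts was measured in both backgrounds. Against wild type, *hel2*∆ changed 1666 of 5225 genes, 766 higher and 900 lower. With the replicate block, 2320 genes were called, and same-numbered libraries showed no joint deviation (correlation 0.03). The *hel2*∆ strain has no replicate 3, so wild-type replicate 3 was alone in its block and did not inform the contrast. Leaving that library out, without the block, gave 2199 genes. Against *ncs2*∆*elp6*∆, the triple deletion changed 1290 of 5318 genes, 639 higher and 651 lower, and 998 with the replicate block (correlation 0.0031). Across the 5199 genes in both fits, which share no library, the log2 changes had a Spearman's rho of 0.51, and 670 genes were called in the same direction in both against 24 in opposite directions. Genes are not independent replicates, so no p-value is given for this correlation. In *hel2*∆, HXT7 (YDR342C) rose from 3.89 ± 2.73 CPM in wild type (SD, n = 3) to 50.7 ± 0.443 CPM (SD, n = 2), a log2 change of 3.43 (SE 0.52, edgeR adjusted p = 0.0134). This gene has a near-identical copy, which makes its counts uncertain. YJR120W and YDR034W-B also rose (log2 changes 2.91 and 2.62), the latter on at most 6 counts per library. OLI1 (Q0130), encoded in the mitochondrial genome, fell from 30.4 ± 10.4 to 1.29 ± 0.168 CPM (log2 change −4.76, SE 0.80, edgeR adjusted p = 0.0158). FIT1 (YDR534C) was at least 13.8-fold lower and LSO1 (YJR005C-A) at least 2.64-fold lower. Between *ncs2*∆*elp6*∆ and the triple deletion, LEU1 (YGL009C) fell from 1650 ± 99.1 (SD, n = 3) to 245 ± 7.80 CPM (SD, n = 2), a log2 change of −2.89 (SE 0.08, edgeR adjusted p = 1.10e-12). OAC1 (YKL120W) fell by 3.14 (SE 0.17, edgeR adjusted p = 2.08e-09). The triple deletion carries the LEU2 marker described above. FDH1 (YOR388C) had between 21 and 33 counts in *ncs2*∆*elp6*∆ and 0 in the triple deletion and was at least 1.38-fold lower. Apart from the LEU2 marker, the largest increases under the naming rule, in YDR003W-A, YMR173W-A and AAD16 (YFL057C), rested on at most 14 counts per library. GCN4 rose with deletion of *HEL2* in both backgrounds, by 1.14 on the log2 scale against wild type (SE 0.14, edgeR adjusted p = 2.15e-05) and by 0.34 against *ncs2*∆*elp6*∆ (SE 0.08, edgeR adjusted p = 0.00685).

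Chaperone and Gcn4 target genes were compared as lists, since the study describes both responses. In *ncs2*∆*elp6*∆ against wild type, the chaperone list lay 0.30 above all genes on the log2 scale (rotation test, adjusted p = 0.00572), with 18 of 26 genes positive, 15 called higher and 3 called lower. Adjusted over the list alone, 16 were higher and 5 lower. The Gcn4 target list lay 0.43 above all genes (rotation test, adjusted p = 7.28e-05), with 26 of 34 genes positive, 22 called higher and 2 lower, or 24 and 2 when adjusted over the list alone. With the replicate block these values were 0.29 (adjusted p = 0.0489, the alternative that moved the chaperone test most) and 0.42 (adjusted p = 0.00247), with the correlation of −0.14 given above. In *hel2*∆ against wild type, the chaperone list lay lower, by −0.34 (rotation test, adjusted p = 0.0162), with 14 of 26 genes called lower and 1 higher, both over all genes and over the list alone. It did not pass the threshold with the replicate block (value −0.39, adjusted p = 0.123, correlation 0.03). The Gcn4 target list shifted by 0.08 (rotation test, adjusted p = 0.0145; with the replicate block 0.09, adjusted p = 0.0239), with 13 called higher and 5 lower, over all genes and over the list alone. Between the triple deletion and *ncs2*∆*elp6*∆, the medians of both lists differed little while single members changed strongly. The chaperone median differed by 0.03 (rotation test, adjusted p = 0.0156; with the replicate block 0.06, adjusted p = 0.0194, correlation 0.0031), with 8 called higher and 9 lower, or 9 and 11 over the list alone. The 8 chaperone genes called higher rose by between 0.37 and 2.82 on the log2 scale, 6 of them by more than 1, whereas the 9 called lower changed by between −0.54 and −0.26. The Gcn4 median differed by −0.04 (rotation test, adjusted p = 0.0139; with the replicate block −0.02, adjusted p = 0.0673), with 7 called higher and 8 lower, or 8 and 8 over the list alone. Called Gcn4 targets changed by between −2.03 and 0.94. In these last comparisons the test passed its threshold while members moved in both directions, and the camera test, which sets the list against all other genes, gave adjusted p-values of 0.430 and 0.782.

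**Figure D2:**
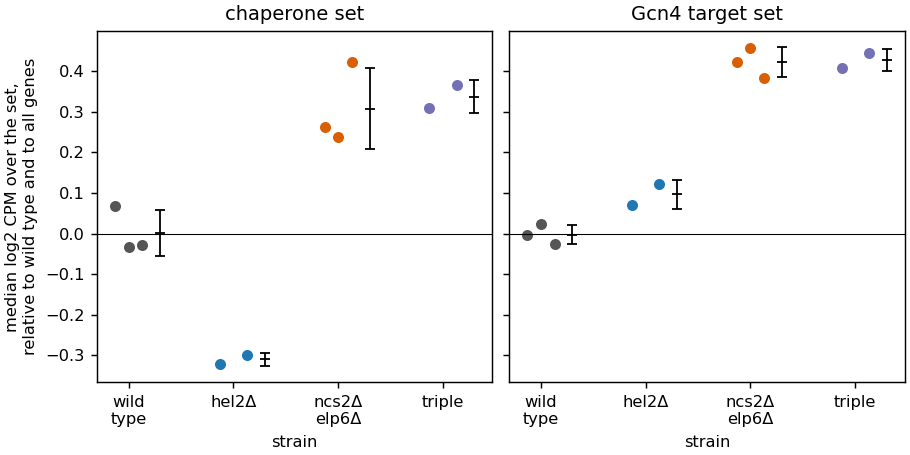
Median log2 CPM of the 26 chaperone genes (left) and 34 Gcn4 targets (right) in each monosome library, relative to the wild-type mean and to the median of genes with a mean of at least 50 counts. Points are libraries and bars are mean ± SD (n = 3, 2, 3 and 2). The chaperone median was −0.31 ± 0.02 in *hel2*∆, 0.31 ± 0.10 in *ncs2*∆*elp6*∆ and 0.34 ± 0.04 in the triple deletion, and the Gcn4 median was 0.10 ± 0.04, 0.42 ± 0.04 and 0.43 ± 0.03.

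Next, disome enrichment was compared to find transcripts on which disome footprints change beyond their change in monosome footprints. In *ncs2*∆*elp6*∆ against wild type, 1007 of 5389 genes were called, 539 enriched and 468 depleted. Which direction held the majority depended on the processing. DESeq2 gave 582 enriched and 578 depleted, and the replicate block 497 and 426. By contrast, TMM within library type gave 490 and 528, and the disome libraries alone 565 and 671. With the replicate number as a block, 923 were called, and 941 with the numbers 1 and 2 of wild type exchanged, since the deviations of same-numbered ratios ran against each other (correlation −0.15). The count moved most, to 767, when monosome and disome libraries of the same culture number formed blocks. Of the 1007 genes, 754 also differed in the same direction in the disome libraries alone at an unadjusted p-value under 0.05. In *hel2*∆ against wild type, 260 of 4999 genes were called, 120 enriched and 140 depleted, and 327 with the replicate block (correlation 0.16). Only 119 of the 260 differed in the same direction in the disome libraries alone, whereas 214 differed in the opposite direction in the monosome libraries, at an unadjusted p-value under 0.05. In the triple deletion, 859 of 5017 genes were called against *ncs2*∆*elp6*∆, 449 enriched and 410 depleted, with 928 under the replicate block (correlation −0.03). Against wild type, 751 of 5008 genes were called, 406 enriched and 345 depleted, with 643 under the replicate block (correlation −0.05) and 715 under exchanged numbers.

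**Figure D3:**
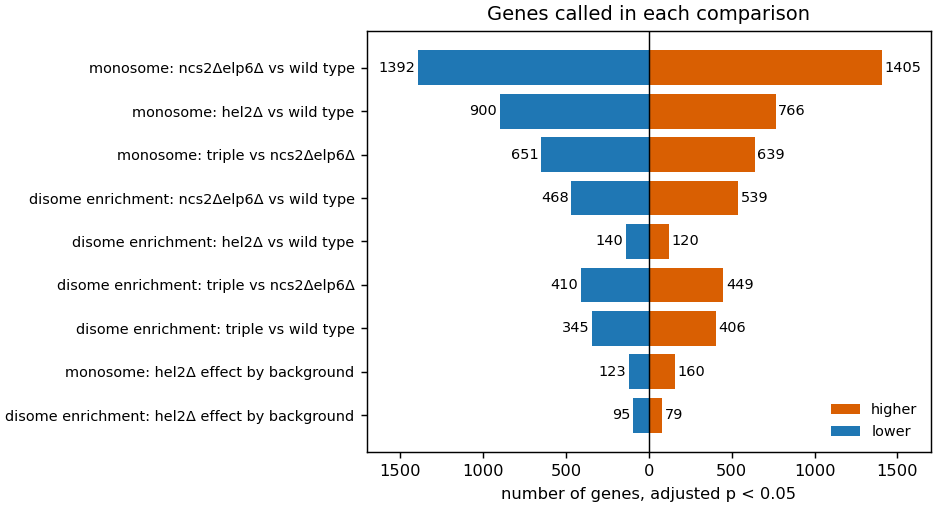
Number of genes with an adjusted p-value under 0.05 in each comparison, drawn to the right of 0 when higher or enriched and to the left when lower or depleted. Monosome counts in *ncs2*∆*elp6*∆ against wild type gave the longest bars, 1405 and 1392 genes.

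The largest changes in disome enrichment mostly rested on few disome counts. YER079W was an exception, with between 33 and 34 disome counts in wild type and between 232 and 314 in *ncs2*∆*elp6*∆. Its log2 ratio rose from 0.42 ± 0.23 to 3.65 ± 0.05 (SD, n = 2; log2 change 3.36, SE 0.22, edgeR adjusted p = 6.12e-08). FIT1 (log2 change 3.76) had between 3 and 11 disome counts in these libraries, and VHS1 (YDR247W) was at least 3.78-fold enriched. The most depleted genes, YDL218W, SFC1 (YJR095W) and TDP1 (YBR223C), had 0 disome counts in both *ncs2*∆*elp6*∆ libraries. SFC1 and TDP1 were at least 4.40- and 2.03-fold depleted, and YDL218W had at most 6 disome counts in wild type. In *hel2*∆, ARN1 (YHL040C) was enriched (log2 change 2.87, SE 0.35, edgeR adjusted p = 1.29e-04). Its monosome level fell from 91.0 ± 6.83 CPM in wild type (SD, n = 3) to 35.5 ± 0.0225 CPM (SD, n = 2), and its change in disome counts alone did not pass the threshold (adjusted p = 0.141). FIT1 was at least 11.9-fold enriched and ATP8 (Q0080) at least 7.02-fold. For FIT1 this reflects a monosome level that fell from 14.0 ± 1.59 CPM (SD, n = 3) to 1.01 ± 0.231 CPM (SD, n = 2). Its disome level was 2.65 ± 1.26 CPM in wild type and 2.28 ± 1.83 CPM in *hel2*∆ (SD, n = 2 each). ATP8 had at most 1 disome count in wild type and between 4 and 8 in *hel2*∆. Its monosome level fell from 3.52 ± 1.19 CPM (SD, n = 3) to 0.477 ± 0.122 CPM (SD, n = 2). HXT7 was depleted by −4.84 (SE 0.77, edgeR adjusted p = 0.0102), which its disome counts alone did not show either (adjusted p = 0.169). ATG5 (YPL149W) and YNL143C were at least 6.44- and 4.20-fold depleted, on at most 2 disome counts in *hel2*∆, and YNL143C lost its call in 9 of its 12 tested alternatives. On deletion of *HEL2* in *ncs2*∆*elp6*∆, SPL2 (YHR136C) was at least 4.64-fold enriched, HMS2 (YJR147W) at least 1.80-fold and FLR1 (YBR008C) at least 1.43-fold, each with at most 6 disome counts in the triple deletion. A fall in monosome level contributes to these bounds. It was from 6.30 ± 1.18 to 1.99 ± 0.437 CPM for SPL2 (SD, n = 3 and 2). For HMS2 it was from 5.38 ± 0.616 to 3.15 ± 0.885 CPM, and for FLR1 from 6.68 ± 0.163 to 3.06 ± 0.425 CPM. FLR1 had 0 and 5 disome counts in the triple deletion libraries and lost its call in 2 of 13 tested alternatives. PCK1 (YKR097W) was depleted by −4.52 (SE 0.65, edgeR adjusted p = 3.46e-06), from between 20 and 22 disome counts to between 3 and 5, while YNL194C and FIT1 were at least 5.38- and 4.03-fold depleted. The monosome level of PCK1 rose from 2.10 ± 0.843 CPM (SD, n = 3) to 9.02 ± 2.68 CPM (SD, n = 2). Its disome counts alone changed by −2.66 on the log2 scale. Against wild type, ALG14 (YBR070C) was enriched by 3.40 (SE 0.58, edgeR adjusted p = 8.03e-04) and SPL2 by 3.19, and MTL1 (YGR023W), ALD3 (YMR169C) and TKL2 (YBR117C) were depleted. For SPL2 this reflects a monosome level that fell from 67.0 ± 12.2 CPM (SD, n = 3) to 1.99 ± 0.437 CPM (SD, n = 2), since its disome counts alone were lower (log2 change −2.19). Monosome levels also moved for the depleted genes. That of ALD3 rose from 0.316 ± 0.0742 CPM (SD, n = 3) to 7.07 ± 1.69 CPM (SD, n = 2) while its disome level was 2.95 ± 0.843 and 2.91 ± 0.671 CPM (SD, n = 2 each), and that of TKL2 rose from 0.290 ± 0.303 CPM (SD, n = 3) to 4.13 ± 1.29 CPM (SD, n = 2) while it had between 8 and 9 disome counts in wild type and between 2 and 6 in the triple deletion. MTL1 changed in both, from 3.17 ± 0.902 CPM (SD, n = 3) to 7.55 ± 0.604 CPM (SD, n = 2) in monosome and from between 5 and 13 counts to at most 1 in disome libraries. YMR317W had at most 3 disome counts in either strain, so no fold is given for it.

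By the definition used in the study, 135 genes were RQC targets and 163 were RRTs among the 5016 genes in both fits. If the contrasts were independent across genes, 43.9 and 41.5 would be expected. The contrasts share the *ncs2*∆*elp6*∆ libraries with opposite signs, which alone favours opposite calls. The excess over these values is therefore not evidence for the classes. A further 10 genes were enriched in both contrasts and 26 depleted in both. With the replicate number as a block, there were 141 RQC targets and 155 RRTs, of which 124 and 146 were the same genes (correlations −0.15 and −0.03 as above). In the fit with all 4 strains, RQC targets fell to 81 and RRTs to 145. RQC targets had a median log2 enrichment change of 0.94 in *ncs2*∆*elp6*∆ against wild type (quartiles 0.66 and 1.34) and of −0.75 in the triple deletion against *ncs2*∆*elp6*∆ (quartiles −1.01 and −0.51). For RRTs these medians were −0.78 (quartiles −1.10 and −0.57) and 0.75 (quartiles 0.56 and 1.05). In the triple deletion against wild type, the medians were 0.17 for RQC targets and −0.05 for RRTs, and in *hel2*∆ against wild type 0.05 and −0.0015. In the disome libraries alone, 95 of the 135 RQC targets and 108 of the 163 RRTs changed in the class direction in both contrasts at an unadjusted p-value under 0.05. The genes were selected for enrichment changes that include these disome counts, which favours these shares and the medians of the defining contrasts. Median monosome changes of the classes in *ncs2*∆*elp6*∆ against wild type were −0.09 and −0.06. In the triple deletion against *ncs2*∆*elp6*∆ they were 0.10 for RQC targets and −0.25 for RRTs. The median disome changes there were −0.64 and 0.61.

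Ranked by the smaller of their changes in the contrasts, FIT1, ARN2 (YHL047C) and PEX27 (YOR193W) came first among the RQC targets. The log2 disome to monosome ratio of ARN2 rose from −1.59 ± 0.43 in wild type to 0.57 ± 0.03 in *ncs2*∆*elp6*∆ and was −1.55 ± 0.40 in the triple deletion (SD, n = 2 each), and these changes were 2.26 (SE 0.35, edgeR adjusted p = 2.41e-04) and −2.50 (SE 0.49, edgeR adjusted p = 3.36e-04). Its disome counts alone did not rise in *ncs2*∆*elp6*∆ (log2 change −0.11), as its monosome level fell from 57.6 ± 1.09 to 13.8 ± 2.405 CPM (SD, n = 3 each). PEX27 changed by 2.17 and −2.23 on at most 14 disome counts per library. It lost its call in 2 of 18 tested alternatives of the first contrast. By the same ranking of the RRTs, SRB2 (YHR041C) changed by −2.09 (SE 0.44, edgeR adjusted p = 0.00277) and 2.32 (SE 0.41, edgeR adjusted p = 7.06e-05), with a log2 ratio of 0.28 ± 0.76 in wild type, −1.52 ± 0.24 in *ncs2*∆*elp6*∆ and 0.60 ± 0.11 in the triple deletion (SD, n = 2 each). SHU1 (YHL006C) was at least 2.84-fold depleted and then at least 3.87-fold enriched. RRN5 (YLR141W) changed by −1.90 and 2.07, but lost its call in 11 of 18 tested alternatives of the first contrast and in 5 of 14 of the second.

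Across the 5016 genes, the log2 changes in disome enrichment of the contrasts had a Spearman's rho of −0.43. The *ncs2*∆*elp6*∆ libraries enter these contrasts with opposite signs, which alone makes the correlation negative. With replicate 1 of *ncs2*∆*elp6*∆ set against wild type and replicate 2 against the triple deletion, rho was −0.26, and −0.23 the other way round. Genes are not independent replicates and no p-value is given. With the replicate block, rho was −0.43.

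**Figure D4:**
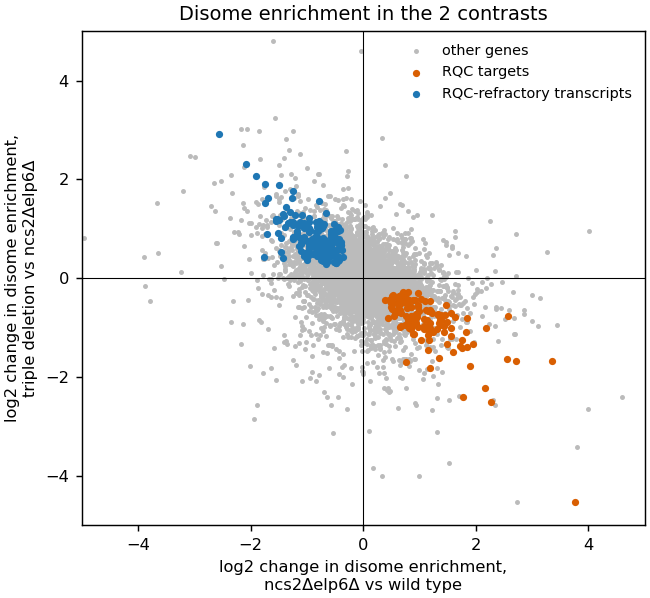
Log2 change in disome enrichment of each gene in *ncs2*∆*elp6*∆ against wild type (x axis) and in the triple deletion against *ncs2*∆*elp6*∆ (y axis), with the 135 RQC targets in orange, the 163 RRTs in blue and other genes in grey. The cloud slopes downward (rho −0.43, of which part comes from the shared libraries), and 17 genes beyond ±5 on an axis are not drawn.

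Finally, the effect of deleting *HEL2* was compared between the backgrounds. For monosome counts, it differed for 283 of 5354 genes, 160 higher and 123 lower in the *ncs2*∆*elp6*∆ background, and for 287 with the replicate block (mean correlation −0.09, from −0.35 to 0.06 over pairs of strains). Under the naming rule, the largest positive differences were those of OYE3 (YPL171C), LSO1 and FIT1, at least 2.01-, 3.08- and 17.6-fold. The largest negative differences were −2.44 for STP4 (YDL048C, SE 0.53, edgeR adjusted p = 0.00999), −1.54 for DAL82 (YNL314W) and −1.46 for CWP2 (YKL096W-A). OYE3 and DAL82 lost their call when the monosome libraries were thinned to equal depth (adjusted p = 0.230 and 0.210), and CWP2 lost its call in 2 of the fits that left out a library. CWP2 rose in *hel2*∆, from 1198 ± 279 (SD, n = 3) to 1920 ± 80.7 CPM (SD, n = 2), and was 2060 ± 221 CPM in *ncs2*∆*elp6*∆ (SD, n = 3) and 1118 ± 233 CPM in the triple deletion (SD, n = 2). For GCN4 the difference was −0.79 (SE 0.16, edgeR adjusted p = 0.00729). For disome enrichment, the effect differed for 174 of 5114 genes, 79 higher and 95 lower, and for 171 with the replicate block (mean correlation −0.03, from −0.15 to 0.16 over pairs of strains). STP4 differed by 3.61 (SE 0.76, edgeR adjusted p = 0.00683) and ARN2 by −5.04 (SE 0.57, edgeR adjusted p = 2.85e-06). FIT1 was at least 47.8-fold lower, KAR9 (YPL269W) at least 2.34-fold and ATG5 at least 5.74-fold higher, and IFM1 (YOL023W) differed by −4.42. These 4 genes had at most 32 disome counts in any library of the 4 strains.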

Values the study reported

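In its text, the study reported 188 RQC target transcripts and 137 RRTs. The legend of the corresponding figure gives these numbers the other way round, 137 for RQC targets and 188 for RRTs. Both classes were defined with DESeq2 at an adjusted p-value under 0.05 in each of the contrasts.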

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

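Of the tests below, the one in the disome libraries alone was chosen after the result was seen, those of depth and gene length were chosen after the library totals were seen, and the tests of the gene lists by background were not planned.

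Deletion of *HEL2* changed monosome counts differently in the wild-type and *ncs2*∆*elp6*∆ backgrounds for 283 genes, by a test of the difference itself (edgeR, 1164 genes at an unadjusted p-value under 0.05). Of the 281 genes tested in both pairwise fits, 151 were called only against wild type, 67 only against *ncs2*∆*elp6*∆, 31 in both in the same direction and 24 in both in opposite directions. Unequal depth was tested by thinning every monosome library to the smallest total, 2381991 counts, after which 248 genes differed, and 195 of these were among the 283. Gene length was tested by removing each library's trend on length, after which 327 genes differed, or 340 with the replicate block against 287 without the length correction. Depth does not account for the number. The difference had almost no trend on gene length (rho −0.02), so the correction for length was a weak check. A library batch shared by the strains with *HEL2* deleted would cancel in this difference if it acted alike in both backgrounds, but one that acted unequally would not, and no label gives a batch. The number also depends on wild-type replicate 3, as it was 691 without that library. Presence of MET17 footprints also separates the backgrounds completely, so an effect of that gene on the response is another explanation that was not testable. The pattern cannot be told apart from an unequal batch or from this gene, and an effect of the background on the response to losing Hel2 remains a hypothesis.

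For disome enrichment, the effect of deleting *HEL2* differed between the backgrounds for 174 genes (928 at an unadjusted p-value under 0.05). Of these, 108 were called only against *ncs2*∆*elp6*∆, 32 only against wild type, 5 in both in the same direction and 14 in both in opposite directions. After thinning, 177 genes differed. After removal of length trends, 199 differed, or 191 with the replicate block, although there was little trend on length to remove (rho 0.05). A change in monosome counts alone was a further explanation. In the disome libraries alone, 81.6% of the 174 genes differed in the same direction at an unadjusted p-value under 0.05, and 44 at an adjusted p-value under 0.05, while 108 differed in the opposite direction in the monosome libraries at an unadjusted p-value under 0.05. The genes were chosen for a difference that includes the disome change, which favours the first share, so a contribution of monosome counts cannot be excluded. Also open is the *ncs2*∆*elp6*∆ disome pair, whose replicates nearly agree within sampling noise, so that their common deviation from other cultures cannot be measured, and the difference in MET17 between the backgrounds. A stronger response of collisions to Hel2 when wobble modifications are missing may explain the pattern, as a hypothesis that these data do not separate from these limits.

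The chaperone list responded to the deletion of *HEL2* differently in the backgrounds, by 0.32 on the log2 scale (rotation test, adjusted p = 0.00142 over 2 tests), with 23 of 26 genes positive, 8 called higher and 0 lower. Its median fell in *hel2*∆ against wild type and differed little between the triple deletion and *ncs2*∆*elp6*∆, where 6 genes rose by more than 1 on the log2 scale. After thinning, the difference was 0.31 (adjusted p = 5.47e-04), and after removal of length trends 0.31. The Gcn4 target list differed by −0.21 (rotation test, adjusted p = 0.00106 over 2 tests), with 7 of 34 genes positive, 0 called higher and 7 lower. After thinning it differed by −0.21 (adjusted p = 4.98e-04) and after removal of length trends by −0.20. Of the 7 genes called lower, 2 are among the genes of leucine and branched-chain amino acid metabolism examined in the part on observations, which the LEU2 marker may affect. Without the 4 members of the list that are among those genes, a test chosen after the values were seen, the remaining 30 differed by −0.19 (rotation test, unadjusted p = 0.00250), with 5 called lower. Over the 10 alternatives with a test, thinning included, the adjusted p-value lay between 4.54e-08 and 0.0112 for chaperones and between 1.63e-05 and 0.00402 for Gcn4 targets. Depth does not account for these differences, and the correction for length had almost no trend to remove (rho −0.02). A response to losing Hel2 that depends on the background remains a hypothesis, which these data do not separate from a batch acting unequally on the backgrounds, from the difference in MET17 or, for the other Gcn4 targets, from an indirect effect of LEU2, whose level was 7.82 ± 1.09 CPM in *hel2*∆ and 24.1 ± 0.943 CPM in the triple deletion (SD, n = 2 each).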

How the results depend on the processing

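Thinning, removal of length trends, exchanged replicate numbers and summed disome libraries, and every alternative for the gene lists by background, were chosen after the data were seen.

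Counts of called genes stayed within a factor of 1.5 of their value above under DESeq2, DESeq2's size factors, TMM within library type, both filters and the replicate blocks, except that DESeq2 called 329 genes for the *HEL2* effect on disome enrichment by background. DESeq2, its size factors and TMM within library type moved the median of all genes by at most 0.0386 (log2). They moved the share of higher calls by at most 8.61 percentage points. Other alternatives moved both more, as did all 4 strains in one fit for *hel2*∆ enrichment (0.0606 and 13.1 points). With all 4 strains in one fit, disome enrichment in *hel2*∆ against wild type gave 518 genes (307 enriched and 211 depleted) and RQC targets were 81. In the disome libraries alone, *hel2*∆ against wild type gave 38 genes, the triple deletion against wild type 1183, and RQC targets were 242. Of the 135 RQC targets, 80 were also called with all strains and 77 in the disome libraries alone. Removal of length trends with the replicate block gave 599 genes for monosome counts of the triple deletion against *ncs2*∆*elp6*∆ (236 higher), where the replicate block without it gave 998. The cause of these differences was not tested, other than for *hel2*∆ enrichment in the part below.

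The correlation of the enrichment contrasts shrank to −0.26 and −0.23 with no shared library. Those splits also leave fewer libraries in each contrast, so the drop does not measure how much comes from sharing. The correlation ranged from −0.52 to −0.36 across the 14 fits that each left out a library, and was −0.44 with the *ncs2*∆*elp6*∆ disome libraries summed. Leaving out a library gave from 108 to 331 genes for disome enrichment in *hel2*∆ against wild type (3 fits) and from 191 to 691 for the *HEL2* effect on monosome counts by background (6 fits), the latter without wild-type replicate 3. The other counts stayed within a factor of 1.5 in these fits: from 2385 to 2813, from 1187 to 2199 and from 1047 to 1314 for the pairwise monosome comparisons in the order given above, from 780 to 989, from 794 to 925 and from 557 to 750 for enrichment in *ncs2*∆*elp6*∆ against wild type, the triple deletion against *ncs2*∆*elp6*∆ and the triple deletion against wild type, from 109 to 147 for RQC targets and from 128 to 174 for RRTs. Where a strain would be left with a single library, which holds for every disome library, no call was made.

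For the gene lists, *ncs2*∆*elp6*∆ against wild type kept its direction and threshold in every alternative run. In *hel2*∆ against wild type, the Gcn4 shift of 0.0769 did not pass under camera (adjusted p = 0.0836, with 0.00848 the lowest under any alternative) and ranged from 0.0704 to 0.12 with a library left out, and the chaperone shift was −0.39 with the replicate block and did not pass (adjusted p between 0.00223 and 0.123 over its alternatives). In the triple deletion against *ncs2*∆*elp6*∆, neither list passed under camera (0.0296 and −0.0364), the Gcn4 list did not pass with the replicate block (−0.0192), and leaving out a library moved the chaperone value from −0.0049, a change of sign, to 0.0631 and the Gcn4 value from −0.0400 to −0.0019. Adjusted p-values over all alternatives lay between 0.0135 and 0.430 for chaperones and between 0.00406 and 0.782 for Gcn4 targets. The Gcn4 difference between backgrounds ranged from −0.24 to −0.18. The causes were not tested.

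The 76 results for named genes were recomputed in 1358 fits in all. The result counted as unchanged in 1217. These are fits where direction and side of the threshold held, or, without a test, where the value stayed within the replicate spread. The call was lost in 44 fits (17 results, with 5 of the fits under thinning), and the value moved by more than the replicate spread without a test in 95. The sign changed in 2, both in the disome libraries alone: ARN2 in *ncs2*∆*elp6*∆ (−0.11, adjusted p = 0.848, against 2.53e-08 at the lowest) and SPL2 in the triple deletion against wild type (−2.19, adjusted p = 0.00583, in a range from 3.20e-04 to 0.0103). Monosome depth limits how many genes are called: thinning to the smallest total lowered calls in *ncs2*∆*elp6*∆ against wild type, the strains with the deepest libraries, from 2797 to 1931. Not run were the comparisons of slow codon pairs and slow codons between RQC targets and RRTs and their 3 alternatives.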

Other observations

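The tests in this part were chosen after the patterns were seen, except the splits of the libraries and the correlation with no shared library. The thinning was chosen after the library totals were seen.

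Of the 10 splits of the 6 wild-type and *ncs2*∆*elp6*∆ monosome libraries into groups of 3, 4 part all same-numbered libraries. Of these 4, only 1, the real split, gave 2797 genes. The other 3, and the 6 that part a single same-numbered pair, gave 0 genes (between 10 and 92 at an unadjusted p-value under 0.05, against 3088). With 4 splits the share cannot fall below 0.25, so chance cannot be ruled out by this count alone.

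Monosome counts of strains without *HEL2* moved together. The changes in *hel2*∆ against wild type and in the triple deletion against *ncs2*∆*elp6*∆ correlated across genes (rho 0.51). They also followed gene length (rho 0.28 and 0.33), with longer genes higher when *HEL2* was deleted. The change in *ncs2*∆*elp6*∆ against wild type followed length less (rho 0.08). After thinning to equal depth, *hel2*∆ against wild type gave 1328 genes and the triple deletion 1013, and after removal of length trends 1470 and 1028. Of the 1666 genes called in *hel2*∆, 1247 were also called after thinning and 1238 after removal of length trends, and of the 1290 in the triple deletion, 922 and 848. With the replicate block as well, removal of length trends gave 599 genes in the triple deletion, 536 of them among the 1290. Neither depth nor length alone accounts for most of the calls in *hel2*∆, but in the triple deletion fewer remained once length and the block were combined. A batch of libraries that coincides with the deletion may have produced the shared part, including the length trend, and so may the loss of Hel2, and the value of 0.51 does not separate these.

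The negative correlation of the enrichment contrasts held at −0.26 and −0.23 with no shared library, so sampling noise of shared libraries accounts for part of −0.43 only. The splits also leave fewer libraries in each contrast, so the drop does not measure how large that part is. The *ncs2*∆*elp6*∆ disome replicates, however, had a chi-square per degree of freedom of 1.12, against 2.13 for the triple deletion, 6.08 for *hel2*∆ and 7.83 for wild type. If both come from nearly the same material, a deviation common to them would enter both contrasts in any split. RQC targets and RRTs selected for opposite changes could then partly be genes on which this material deviates, and the data do not exclude it. In the triple deletion against wild type, a contrast without these libraries, 14 of the 135 RQC targets were enriched and 0 depleted, and 8 of the 163 RRTs were depleted and 7 enriched.

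Disome enrichment in *hel2*∆ against wild type may in part reflect monosome counts. Of its 260 genes, 45.8% differed in the same direction in the disome libraries alone at an unadjusted p-value under 0.05, compared with 74.9% in *ncs2*∆*elp6*∆ against wild type. The log2 enrichment change had a rho of −0.55 with the monosome change and of 0.64 with the disome change in *hel2*∆, compared with −0.12 and 0.74 in *ncs2*∆*elp6*∆. Enrichment is the disome change set against the monosome change. Both correlations therefore arise by construction and cannot show which change drives enrichment. Whether a batch among monosome libraries or a response to losing Hel2 moved the monosome counts was not resolved by the comparison with the disome libraries alone.

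Gcn4 targets were overrepresented among the RRTs, with 11 of the 34 where 1.10 would be expected (Fisher's exact test across the 5016 genes, two-sided, p = 4.57e-09, adjusted p = 1.83e-08 over 4 tests). None were RQC targets. Of the chaperone list, 3 of 26 were RQC targets (adjusted p = 0.0631) and 0 were RRTs. Fisher's test treats genes as independent, which listed genes that respond together are not, so its p-values can be too small. The background was also not matched for abundance, and RRTs had a median log2 CPM of 7.81 against 6.69 for RQC targets. In *ncs2*∆*elp6*∆ against wild type, the Gcn4 list lost disome enrichment by −0.48 (rotation test, adjusted p = 2.63e-04 over 10 tests), with 5 of 34 genes positive. Its monosome counts rose by 0.43 while its disome counts changed by −0.0426, both relative to all genes. For the list as a whole, the loss of enrichment went with monosome counts rising without a matching rise in disome counts. When *HEL2* was also deleted, the list gained 0.57, with 30 of 34 genes positive, and there disome counts rose by 0.42 while monosome counts changed by −0.04. Of the 11 Gcn4 targets among the RRTs, 7 were called higher in monosome counts of *ncs2*∆*elp6*∆, 1 was called lower and 3 were not called. A hypothesis is that induction contributes to the first contrast of the class for some of these genes. It does not cover those that were not higher, and it does not address the second contrast, where the median gain of the whole list went with disome counts and single members can differ from it. No biological test of it was possible here. Among the other rotation tests, the chaperone list lost enrichment in the triple deletion against *ncs2*∆*elp6*∆ (−0.29, adjusted p = 0.0123). Against wild type its value was −0.30 (adjusted p = 0.0161). The *HEL2* effect on enrichment differed by background for chaperones (−0.44, adjusted p = 0.00926) and Gcn4 targets (0.51, adjusted p = 0.00433). The Gcn4 list shifted by 0.04 in the triple deletion against wild type (adjusted p = 0.0353), and the rest did not pass.

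LEU1, OAC1 and BAT1 were lower in both strains without *HEL2*. LEU1 and OAC1 were named by the rule for the triple deletion, and BAT1 was chosen after its values were seen. Their log2 changes in *hel2*∆ against wild type were −2.94, −3.46 and −1.55, and in the triple deletion against *ncs2*∆*elp6*∆ −2.89, −3.14 and −2.03. In these strains the LEU2 gene replaces *HEL2*, and LEU2 footprints were present. A list of 9 other genes of leucine and branched-chain amino acid metabolism was lower by −0.41 and −0.85 relative to all genes, with 6 and 9 of the 9 negative. A candidate explanation is restored leucine synthesis from the marker. Since every strain without *HEL2* carries it, the marker and the loss of Hel2 cannot be told apart.

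MET17 counts were at most 24 in wild-type and *hel2*∆ monosome libraries and at least 517 in the *ncs2*∆*elp6*∆ and triple deletion libraries. This is consistent with a *met15* deletion in the first pair of strains and an intact gene in the second, so the gene follows the background completely. Comparisons of *ncs2*∆*elp6*∆ or the triple deletion with wild type, the first contrast of the RQC target and RRT classes and the differences in the *HEL2* effect between backgrounds may include an effect of it, which these strains cannot separate. The comparisons within a background have no such difference.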
